A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

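Genomic DNA from the tails of 8 mice was measured by two-colour array comparative genomic hybridization. The mice were the sire, the dam and 6 offspring of a single family, of strain C57BL/6 per the labels and C57BL/6J/Nrs per the methods of the study, and each was hybridized against the same male reference mouse on a pair of arrays with the dyes exchanged, which gave 16 arrays. Groups were taken from the labels as sire, dam and offspring, with n = 1, 1 and 6, and the arrays of a dye-swap pair counted as a single replicate. Per the labels, the series title describes males exposed to 20 mGy per day of gamma-rays for 400 days, whereas the design text calls the male of this family non-irradiated. The animal names begin with 20mGy, a prefix that the study's tables give to animals of the irradiated group, which speaks for exposure of the sire. The conflict within the labels was not resolved beyond this. No comparison by exposure was made because a single family was analysed.

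The scanner files were made by the authors with Agilent Feature Extraction 10.7.1.1, which subtracted background, corrected spatial trends and normalized the dyes linearly, without a curve fitted over intensity. Per the file headers, each file gives a log10 ratio of the red over the green processed signal, and probe positions are on genome build mm9 (NCBI37). Also per the file headers, the processed signals and the median signals of spot and local background are given in intensity units. The value table deposited by the authors for the same arrays holds log2 ratios. It matched the scanner values in scale, was not centred, and gave the reference over the animal. Its medians over the arrays ranged from -0.0155 to 0.0109, and on each array between 99.98% and 99.998% of its values lay within 0.01 of those from the scanner files. It holds no value for 1889 of the 966371 non-control spots. The files pair no gene names with probes, and positions were neither converted to another build nor assigned to genes.

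Each array carried 973116 spots, of which 6745 were controls. The log2 ratio of the animal over the reference was computed from the processed signals, after leaving out 133 to 313 non-control spots per array that the scanner software had marked as outliers. Spots of the 11711 probes printed more than once were averaged, and 36 spots on unplaced sequence were set apart. This left 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome and 23 on the Y chromosome. Each array was centred on its autosomal median, and the arrays of a dye-swap pair were averaged with a common sign for tests. No intensity-dependent correction was added. Depth on these arrays is the signal over background: 96.5% to 99.5% of the non-control spots of an array were well above background in both channels, no spot was saturated, and 891397 autosomal probes (93.8%) were well above background on all 16 arrays. The SD of the log2 ratio was 0.241 to 0.314 per array, and the number of arrays limits the precision.

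A probe was called positive in an animal when its log2 ratio exceeded 0.8 in size on both arrays of the pair, or when it and an adjacent probe exceeded 0.5 on both arrays, with the same direction of animal over reference throughout. Runs of at least 2 consecutive positive probes of a single direction formed regions. An offspring-only probe was positive in an offspring and in neither parent in that direction. Its total carried an exact Poisson interval, and the share of parental regions found in the offspring a Wilson interval, both at 95% and for counting error only. Groups were compared probe by probe with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, on the dye-swap means of 949762 autosomal probes with a value on all arrays, with Benjamini-Hochberg adjustment over all probes at 0.05. The residual spread had 5 degrees of freedom and came from the offspring, so each parent was assumed to vary like them. The limma code was tested on simulated data with 200000 probes, of which 200 were changed. The median of each autosome in the 6 offspring was tested against 0 with an exact two-sided sign-flip permutation test, adjusted over 19 autosomes, whose smallest possible p is 0.03125.

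The positive-probe rule, the groups, the tests and the rule for named items were fixed before the data were examined. Named items were the 10 regions with the most positive probes in each class, the 2 single-probe candidates of largest log2 ratio per offspring, and up to 10 probes per direction in each limma comparison, of which the text prints those that matter most. Gene lists and the gene used as the qPCR reference, also fixed beforehand, were not run because the files give no gene names. Other settings fixed beforehand were stricter and looser thresholds, absolute values without a direction, the dye-swap mean in place of both arrays, no centring, normexp background correction with an offset of 50, the value table, a filter on dim probes, marked spots kept, and a running median over 100 neighbouring probes on each side subtracted. Also fixed beforehand were other definitions of offspring-only probes and of adjacency, a size limit of 0.5 in limma, scan day as a random block, the offspring alone, and leaving out each offspring in turn. Normexp was planned on mean signals but used median signals, since the scanner files hold no mean spot signal.

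A scan with running medians over 10 probes, a scan for windows lower in all animals by 0.2, a scan with 4-probe windows where the parents differed by 0.4, and the recovery of simulated losses added to the offspring arrays were chosen after seeing the data, and other window lengths were also looked at. The first of these took as its limit the largest window in arrays obtained by subtracting instead of averaging a dye-swap pair, which removes copy number differences and keeps noise and dye effects. The scanner files held 4 scan days, with the parents on the first and a pair of offspring on each of the others. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The second arrays with dense probes and the qPCR of the study were not used here.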

Results

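Copy number was measured in tail DNA of a single mouse family, namely the sire, the dam and 6 offspring, each against the same male reference mouse on a dye-swap pair of arrays. The study compared families of males exposed to gamma-rays with families of non-irradiated males, and this family belongs to a series titled for 20 mGy per day over 400 days. Its design text nevertheless calls the sire non-irradiated, although the animal names begin with 20mGy, the prefix of the irradiated group in the study. With a single family no effect of exposure could be measured here. Ratios came from 950622 autosomal probes, and between 96.5% and 99.5% of the non-control spots of each array were well above background. All signed values below are log2 ratios of the animal over the reference, the opposite of the direction in the deposited value table. Each animal had a single dye-swap pair, so values of single animals have no replicate error. Errors given for a region are standard errors over its probes.

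The sex-linked probes separated the family in a way that matched the labels of both parents. In the dam, the 68 X probes averaged 0.89 with an SD over probes of 0.18, and offspring 3, 4, 5 and 6 lay with the dam, between 0.86 and 0.91. The same 5 animals averaged -1.90 to -1.71 over the 23 Y probes. The sire and offspring 1 and 2 lay between -0.05 and 0.00 on the X probes and between -0.05 and -0.01 on the Y probes. The doubled X dosage of the dam over the male reference gives the size that a change between 1 and 2 copies had on these arrays. With normexp background correction the X value of the dam was 0.53 in place of 0.89, and the Y value -0.53 in place of -1.71. Among probes well above background, that Y value was -1.08.

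**Figure D1:**
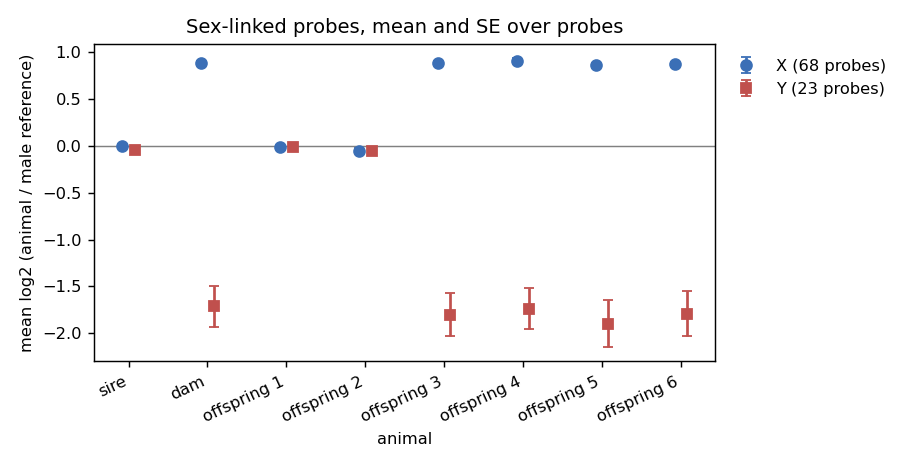
Mean log2 ratio of each animal over the male reference for 68 X probes and 23 Y probes, with standard errors over probes. The dam and offspring 3 to 6 lie between 0.86 and 0.91 on X, and the other animals near 0.

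Whole autosomes were balanced in every animal to within small values. The largest absolute median of any autosome in any animal was 0.0111 on the log2 scale. Over the 6 offspring, the median of chromosome 16 averaged 0.00327 (SD 0.00143) and that of chromosome 18 averaged 0.00327 (SD 0.00196), each above 0 in 6 of 6 offspring. By the exact two-sided sign-flip permutation test, 0 of the 19 autosomes passed after adjustment (smallest adjusted p = 0.297). A single autosome could not have passed with 6 offspring, so this test says little about any of them. At the unadjusted level 2 did, namely chromosomes 16 and 18 at p = 0.03125, the smallest that this exact test can give.

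The animals differed in how many autosomal probes were positive. The sire had 1144 positive probes, of which 802 were higher than the reference, and the dam had 245, of which 87 were higher. The offspring had a median of 277.5 (range 130 to 491). Offspring 2 had 354 higher and 137 lower probes, while the other 5 offspring had 108 to 333 lower probes and 22 to 100 higher ones. Regions of at least 2 probes numbered 52 in the sire, 10 in the dam and 8 to 22 in the offspring.

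Many positive probes were dim. Of all autosomal probes, 6.23% were not well above background on every array, but among positive probes this share was 62.1% in the sire, 65.7% in the dam and highest in offspring 1, at 88.2%. With dim probes left out, the sire had 422 positive probes, the dam 84 and the offspring a median of 72.5 (range 50 to 91). The counts moved with the thresholds and the background correction. The sire had 346 to 4174 positive probes under stricter and looser thresholds, and 101 with normexp.

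**Figure D2:**
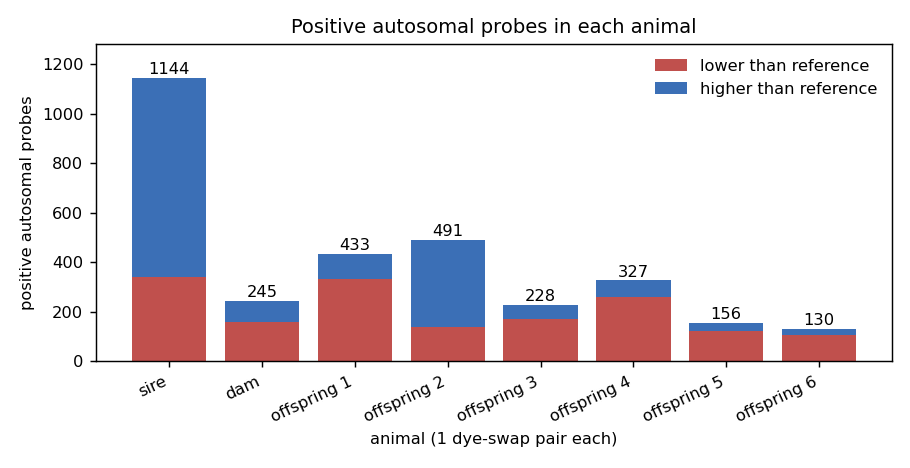
Number of positive autosomal probes in each animal, from 1 dye-swap pair each, split into probes lower and higher than the reference. The sire has 1144, the dam 245 and the offspring 130 to 491.

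Against the reference, the whole family was lower in a pair of regions. On chromosome 14, 112 probes over 1006306 bp (53387255 to 54393560) averaged -0.45 over the 8 animals (SD 0.03, range -0.49 to -0.41). On chromosome 10, 28 probes over 64120 bp (33885199 to 33949318) averaged -0.38 (SD 0.03, range -0.44 to -0.33). Within the first, a stretch from 53706145 to 53759064 held a positive probe in all 8 animals, with values from -0.91 in offspring 3 to -0.67 in the sire. Every animal shared these differences against 1 reference mouse, so the arrays do not tell whether the family or the reference carries the change. Over all autosomal probes, no single probe was positive in all 8 animals (count 0), and 48 lower probes were positive in 5 animals. The 48 include probes of the chromosome 5 and chromosome 3 regions described below, so they are no count for the regions lower in all animals. Under looser thresholds 3 probes were positive in all 8 animals, and 10 were when the dye-swap mean alone had to pass. The chromosome 14 and chromosome 10 regions came from a scan chosen after seeing the data. The same scan of the subtracted arrays, which keep the dye effects that averaging removes, found 21 regions.

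A test over the 6 offspring called probes mostly in the same regions. The scan had used these same offspring values, so the test is no separate support for the regions. All offspring were set against 1 reference mouse, whose own spread is not in the test. With limma, 91 probes differed between the offspring and the reference, of which 88 were lower, and 65 of the 91 lay in the chromosome 14 region and 18 in the chromosome 10 region. The probe at 53759005 on chromosome 14 averaged -0.98 (SE 0.06, adjusted p = 0.000994) and that at 53994847 averaged -0.95 (SE 0.05, adjusted p = 0.000286), each lower in 6 of 6 offspring. The highest was a probe on chromosome 13 at 95707465, at 1.37 (SE 0.05, SD 0.10, adjusted p = 1.41e-05), higher in 6 of 6 offspring. It stood at 2.03 in the sire and 0.27 in the dam, and was positive in 7 animals. The count fell to 30 with the running median subtracted and to 41 in the value table, which has no value for 39 of the 91 probes.

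For the family analysis, the question was which differences of the parents were carried by the offspring. The largest region was a loss on chromosome 5 (70825273 to 70917714, 92442 bp, 32 probes). It stood at -0.91 (SE 0.04) in the dam, -0.97 (SE 0.05) in offspring 1, -0.95 (SE 0.04) in offspring 2, -0.90 (SE 0.04) in offspring 3 and -0.89 (SE 0.03) in offspring 5. In the sire it was 0.03 (SE 0.04), in offspring 4 0.00 (SE 0.03) and in offspring 6 -0.02 (SE 0.03). The losses were about as large as the X difference of the dam. A second region was lower in the dam, on chromosome 3 (25417435 to 25444229, 4 probes). It was at -1.55 in the dam and between -1.57 and -1.50 in offspring 3 to 6. The sire was at -0.00, offspring 1 at 0.00 and offspring 2 at 0.06. Offspring positive in this region were the animals with the X and Y values of the dam. These values exceeded the X difference of the dam in size. That argues against a loss of 1 of 2 copies passed on by the dam.

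**Figure D3:**
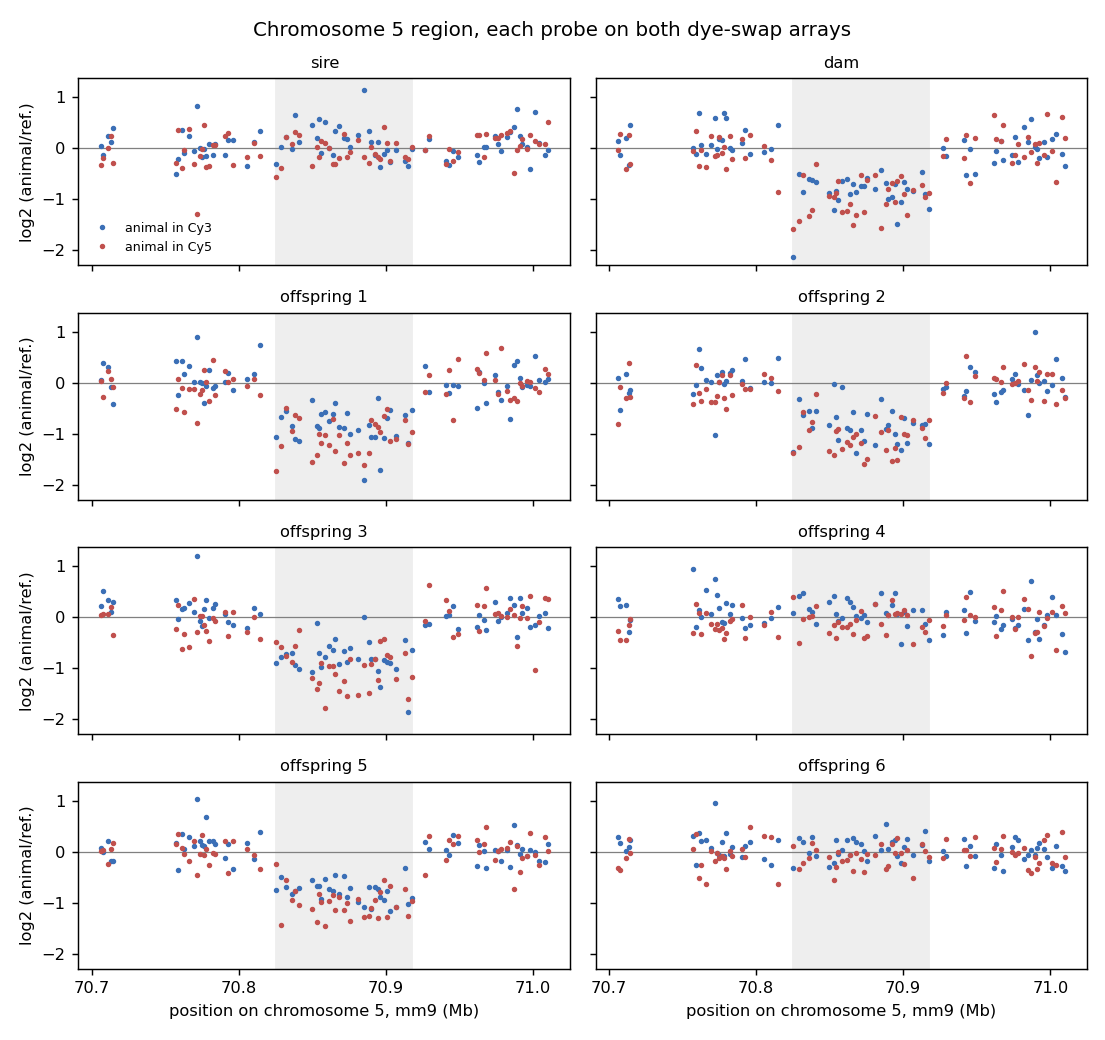
Log2 ratio of each probe on both dye-swap arrays around the chromosome 5 loss, by position on mm9, in each animal, with the region shaded. The dam and offspring 1, 2, 3 and 5 lie between -0.97 and -0.89 on average, and the sire and offspring 4 and 6 near 0.

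Regions called in the sire were seldom called in the offspring. Of 59 parental regions, 49 belonged to the sire alone, and 41 of these were found in no offspring. That with the most probes, on chromosome 14 from 103865981 to 103869244 (3 probes), was at -0.80 in the sire and -0.29 to 0.16 in the offspring. Its lowest offspring was offspring 2, whose ratios correlated with those of the sire over autosomal probes (r = 0.374). A call in the sire may thus follow a profile of its arrays. It need not be a copy number difference that was not passed on. Each offspring could carry each region, and 3.74% of these pairs of region and offspring were positive for regions of the sire alone, against 55.6% for the 6 regions of the dam alone and 62.5% for the 4 regions of both parents. All 4 regions of both parents and 7 of the sire alone lay in the regions lower in all 8 animals, where a threshold was crossed in some animals and not in others. Outside these, 1.59% of the pairs were positive for regions of the sire alone and 8.33% for all 48 parental regions left. The chromosome 5 loss made up 4 of the 6 regions of the dam, because probes within it were not positive in the dam. Counted once, it left 3 regions of the dam with a share of 44.4%. Among them was the chromosome 3 region, so that share does not measure inherited losses alone. The outside share over all parental regions was then 4.44%. Over all parental regions the share was 13.0% (46 of 354, Wilson interval 9.89% to 16.9%), and no region changed in the opposite direction in an offspring (count 0). The share depended on how regions were called. It was 34.8% under stricter thresholds, 6.11% under looser ones, 6.20% without a direction and 4.76% when the dye-swap mean alone had to pass.

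Differences present in an offspring and in neither parent were sought as de novo candidates. There were 1345 offspring-only positive probes (exact Poisson interval 1274 to 1419), of which 799 were losses and 546 gains, with 391 in offspring 1, 370 in offspring 2, 154 in offspring 3, 275 in offspring 4, 85 in offspring 5 and 70 in offspring 6. They formed 41 regions of at least 2 probes, counted per offspring, and none spanned more than 3 probes. Among them were a gain in offspring 5 on chromosome 9 (115085442 to 115086818) at 0.98, against -0.26 to 0.27 in the other animals, and a loss in offspring 2 on chromosome 11 (35141868 to 35145136) at -0.87, with the sire at -0.01 and the dam at 0.18. Offspring 1 had a loss on chromosome 5 (52076094 to 52078834) at -0.96, with the dam at -0.38 and offspring 5 at -0.48, and another on chromosome 9 (14720323 to 14721859) at -0.89, with the dam at -0.44. With positive probes joined over all 8 animals, 31 regions were free of a parental call, of which 28 had 1 carrier and 5 lay inside the regions lower in all 8 animals.

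Most of these candidates rested on single or dim probes. Single-probe candidates numbered 65 to 359 per offspring, such as the probe on chromosome 16 at 64987957, at -2.54 in offspring 1 with neighbours at -0.24 and -0.00, and 0.86 in the sire. Of the 1345 calls, 88.7% were on probes not always above background, and the rule applied to probes well above background alone called 145 probes and 19 regions. When each parent also had to lie under 0.3 in size, 347 probes and 6 regions were called, and 47 probes and 1 region were when the offspring had to differ from both parents by 0.5 on probes well above background. Without offspring 1 the number of regions was 27. Losses of the size of the X difference were added to the offspring arrays. The rule called at least 1 probe in 34.4% at 1 probe, 81.8% at 2 probes and 97.2% at 4 probes. It called a region in 72.9% at 2 probes and 94.2% at 4 probes. These are candidates of a first screen, with no second array or qPCR behind them here. The study's lists of de novo changes kept after both steps name no offspring of this family.

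A loss in offspring 3 that the probe rule missed came from the 10-probe scan chosen after seeing the data. On chromosome 17 from 15099141 to 15128031 (28891 bp, 18 probes), offspring 3 averaged -0.46 (SE 0.03), against -0.03 to 0.01 in the other 7 animals. Its arrays gave -0.47 and -0.44, and all 18 probes were below 0 on both. The single probes ranged from -0.70 to -0.25 and all were well above background. The next probes outside it, at 15096637 and 15193598, allow a length of at most 96901 bp. No probe was positive by the rule (count 0). The scan found 3 regions beyond its limit, and the other two, in offspring 2 and offspring 5, lay in the chromosome 14 region that was lower in all 8 animals. For losses of -0.44 added over 20 probes, the scan found 83.1%. The probe rule called at least 1 probe in 25.5% and a region in 20.8%.

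**Figure D4:**
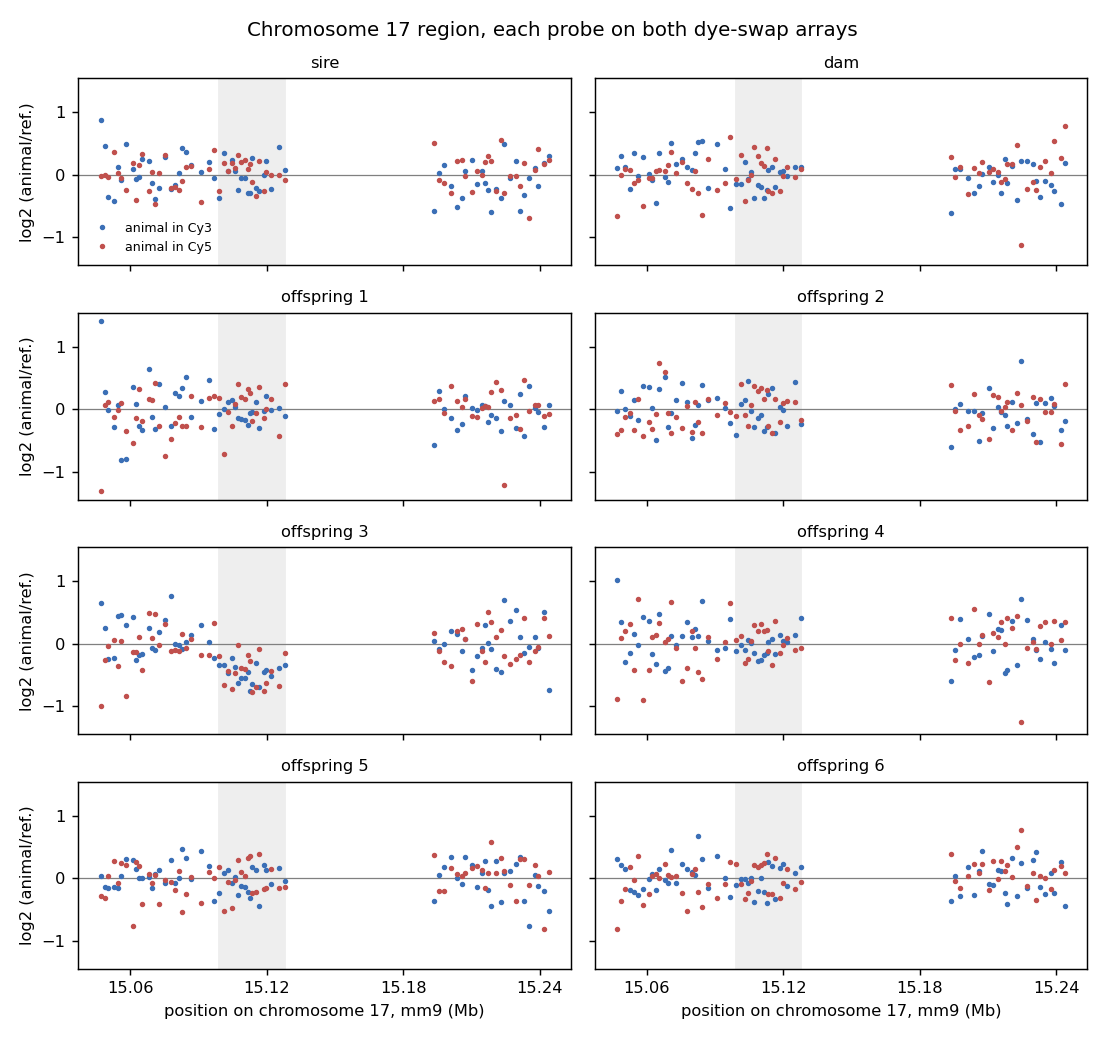
Log2 ratio of each probe on both dye-swap arrays around the chromosome 17 loss, by position on mm9, in each animal, with the region shaded. Offspring 3 averages -0.46 over 18 probes, and the other 7 animals lie between -0.03 and 0.01.

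The sire was then compared with the offspring, a contrast in which the reference cancels. The sire was lower at a probe on chromosome 14 (65461713), at -2.73 against an offspring mean of 0.06 (SD 0.14, n = 6), a difference of -2.79 (SE 0.14, adjusted p = 0.000807 by limma). It was also lower on chromosome 12 at 14065124, by -2.57 (SE 0.17, adjusted p = 0.00222 by limma). Higher in the sire were a probe on chromosome 2 (16759354), by 2.32 (SE 0.25, adjusted p = 0.0427 by limma), and another on chromosome 11 (99658722), by 1.78 (SE 0.17, adjusted p = 0.0171 by limma). In all, 39 probes passed, of which 27 were lower in the sire. The dye-swap mean had an SD over probes of 0.21 in the sire and 0.14 to 0.19 in the offspring, whose spread the test borrowed, so the p-values for the sire rest on a spread smaller than its own and these calls are weak evidence of a difference. The count was 3161 without offspring 2, 23 without offspring 3 and 25 without offspring 6, and 68 when spots marked as outliers were kept. The dam, scanned with the sire on another day than the offspring, stood at 0.04 at the chromosome 14 probe and -0.10 at the chromosome 12 probe. It stood at -0.08 at the chromosome 11 probe. At the chromosome 2 probe it lay on the side of the sire, at 0.94 against an offspring mean of -0.32.

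Between the parents, the probe on chromosome 14 at 65461713 was lower in the sire by -2.76 (SE 0.19, adjusted p = 0.0152 by limma) and that on chromosome 1 at 60415445 by -2.70 (SE 0.21, adjusted p = 0.0219 by limma). Higher in the sire were the probes on chromosome 13 at 95707465, by 1.76 (SE 0.17, adjusted p = 0.0342 by limma), and at 99737388, by 1.68 (SE 0.15, adjusted p = 0.0342 by limma). In all, 15 probes passed, of which 13 were lower in the sire, with 1 animal on each side and the spread taken from the less variable offspring, so these calls are weak evidence of a difference. Without offspring 1 the count was 8, and it was 1 to 3 without any other offspring. It was 40 with normexp, 23 among probes well above background and 34 with marked spots kept.

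Between the dam and the offspring, no probe passed in limma (count 0, lowest adjusted p = 0.0691), while 37357 of 949762 had an unadjusted p under 0.05. The lower values of the dam on chromosomes 5 and 3 were shared by 4 offspring each, which put them into the spread of the offspring. With normexp 16 probes passed, 8 did with marked spots kept and 1 among probes well above background. In simulated data, a change of -0.9 in the dam alone was called at 23.5% of the changed probes, and a change of -0.4 at 0%.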

Values the study reported

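The study described its first screening array as holding autosomal probes spaced ~2 kb apart. After a second array and qPCR, it reported 11 deletions among F1 mice of non-irradiated sires and 31 deletions among F1 mice of irradiated sires. Its lists by animal, including those of mice with many changes, name no offspring of this family. The lists thus hold neither the offspring-only candidates described above nor the loss found by the window scan. For the irradiated group, the list as read here has fewer deletions than the 31 reported. A name missing from it thus does not show that no change was kept. Per its methods, every positive probe of the first array was followed up with neighbouring probes on the second. The study does not give the outcome of that step by family. Deletions absent from the parents were reported in 7.1% of 156 F1 mice of the control group and in 20.4% of 142 F1 mice of the irradiated group. For deletions with at least 2 positive probes in the first array, the shares given were 5.1% and 15.5%.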

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

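The tests on the chromosome 17 loss and those of dye bias and scan day on the sire and offspring 2 were chosen only after the result was seen, while the test of a genome-wide wave on the sire was set out before. In 17 of 108 sets of 6 offspring values, 1 offspring stood apart from the rest by its gap relative to the whole range, and chance gives about 1 in 20 for sets not chosen by their values. Some of these sets were regions found because 1 offspring differed, and sets overlap, so that rate does not apply to the 17. Offspring 2 was the animal apart in 12 of the 17.

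Over 18 probes on chromosome 17 from 15099141, offspring 3 lay at -0.46 and the other 5 offspring at -0.03 to 0.01. Its arrays, with the dyes exchanged, gave -0.44 (SE 0.06) and -0.47, which argues against dye bias as the whole cause. The mean stayed at -0.41 with the running median subtracted. That decides little on a genome-wide wave, because the running median of offspring 3 had an SD of only 0.013 and could hardly remove the loss. The loss was smaller than the chromosome 5 loss of the same animal by 0.45 (SE 0.05), which argues against a loss of 1 of 2 copies in every cell. A loss in part of the cells, or a step between other copy numbers in repeated sequence, may account for it, and neither was tested. Noise was not tested apart from the limit of the scan that found the region, and irradiation of the sire stays open too, since there was no second family.

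Offspring 2 stood apart in its 354 gains, against 22 to 100 in the others, and in its 278 gains found in neither parent, against 19 to 97, but 85.1% of its positive probes were dim, and among probes well above background its 72 lay within the 50 to 91 of the offspring, while the 422 of the sire stayed above. The running median had an SD of 0.030 in the sire and 0.026 in offspring 2, against 0.011 to 0.016 in the other animals. With it subtracted, the sire kept 1086 positive probes, above the 123 to 439 of the 6 animals other than the sire and offspring 2. That outcome decides little on a genome-wide wave. Of the 1144 positive probes of the sire, 1033 were single-probe calls, which so small a component could hardly remove. A wave over shorter stretches was not tested. Scan day stays open, since each shared its day with 1 other animal, the sire with the dam at 245 positive probes and offspring 2 with offspring 1 at 433, against 130 to 327 in offspring 3 to 6. The 518 probes that passed in opposite directions in the sire, against 665 to 1457 in those 6 animals, do not decide on dye bias, which moves probes out of the positive count. Arrays of offspring 1 and 2, scanned on 1 day, had 96.5% to 98.0% of spots well above background. Those of the other animals, the sire included, had 98.7% to 99.5%. Signal near background and the condition of the DNA of the sire and offspring 2 may contribute. The latter was not tested, and no biological explanation was tested.

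Offspring 2 was also apart in the median of chromosome 7, at -0.00520 against 0.000948 to 0.00309, and of chromosome 11, at -0.0111. Offspring 5 was apart in the median of chromosome 8, at -0.000970. Among regions, offspring 2 was apart at 0.91 on chromosome 19 from 44648574, at -0.87 on chromosome 11 from 35141868 and at -0.68 on chromosome 14 from 53541189. In regions called in the sire alone, offspring 2 was lower than the other offspring, at -0.29 on chromosome 14 from 103865981, -0.38 on chromosome 11 from 64220567, -0.34 on chromosome 6 from 50204968 and -0.41 on chromosome 7 from 152166410. Offspring 1 was apart on chromosome 9 from 14720323, at -0.89. At single probes, offspring 4 was apart on chromosome 14 at 54291510 (-1.23), offspring 1 on chromosome 13 at 99737388 (-0.10) and offspring 2 on chromosome 13 at 44879503 (0.48).

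By limma, 15 probes passed between the sire and the dam and 39 between the sire and the offspring, with each parent a single animal and the spread taken from the offspring, which was smaller than that of the sire, so both counts are weak evidence.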

How the results depend on the processing

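The window scan, the dam's regions alone, leaving out the regions lower in all animals, joined pieces, the 0.5 difference on bright probes, and leaving out each offspring for counts of positive probes were chosen after seeing the data. Of the results that answer a comparison, 132 values under an alternative stayed close to the reported ones and 70 moved, with 0 reversed. Counts were close within 1.5 times, shares within the 95% interval of the reported share, and X and Y values within the 95% interval over probes. Not centring, a scan-day block, the offspring alone, a limma size limit of 0.5 and adjacency within 10 kb moved none. Some of these could hardly have moved a result. The offspring alone gave the same fit, since the spread already came from the offspring. No array median exceeded 0.016 in size, which leaves little for centring to change. A scan-day block could not part day from generation, because no offspring was scanned with the parents. Of values for single named probes and regions, 562 stayed close, 17 moved, 113 kept their direction but not their call, and 0 reversed. Named probes kept their direction under every alternative that gave a value, and their call in 45 of 45 without centring, 44 of 45 with the scan-day block, 42 of 45 with the running median, 34 of 45 with normexp and 25 to 35 of 45 when an offspring was left out. In the order sire, dam, offspring median, offspring-only probes, offspring-only regions and parental share, thresholds of 1.0 and 0.7 gave 346, 111, 104.5, 460, 16 and 34.8%, and 0.6 and 0.4 gave 4174, 712, 938, 5219, 145 and 6.11%, with 3 probes shared by all 8 animals. Absolute values gave 1947, 1696, 1640, 9022, 586 and 6.20%, and the dye-swap mean 3805, 1011, 1550, 7367, 382 and 4.76%, with 10 shared. Fewer or more calls follow from the construction of these thresholds. Normexp gave 101, 45, 42, 73, 16 and 18.2%, X and Y of the dam at 0.53 and -0.53, and 16 probes for dam against offspring and 40 for sire against dam. Only probes well above background gave 422, 84, 72.5, 145 and 19, and Y of the dam at -1.08. The counts thus depended on the filter on dim probes. Parents under 0.3 gave 347 offspring-only probes and 6 regions. A 0.5 difference from both parents, required at each probe and not of the region mean, gave 4 regions. That difference on bright probes gave 47 and 1, and the 10-probe scan 3 regions. Bridging 1 probe gave a parental share of 9.82%, the dam's regions alone 55.6%, and leaving out regions lower in all animals 8.33%; with the 4 pieces of the chromosome 5 loss counted once, these were 44.4% and 4.44%. For offspring against reference the value table gave 41, having no value at 39 of the 91 probes, and the running median 30. Marked spots kept gave 68 for sire against offspring, 8 for dam against offspring and 34 for sire against dam. Leaving out each offspring gave 27 to 39 offspring-only regions (27 without offspring 1), 23 to 3161 probes for sire against offspring (23 without offspring 3, 25 without offspring 6, 3161 without offspring 2) and 1 to 8 for sire against dam. Apart from the constructions named, the cause was not tested. Gene list results and their alternative were not run, since the files pair no gene names with probes. No paired analysis was possible because each animal was a single sample, with its dye-swap arrays as 1 replicate.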

Other observations

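The scan behind the regions below and the tests on them were chosen only after the result was seen. Where the parents differed by 0.4 or more over 4 probes, 91 regions parted the offspring, against 42 in the subtracted arrays. The excess came from 1 pattern, in which offspring 2 alone was like the sire, with 71 regions against 1 in the subtracted arrays. The other patterns together held fewer regions than in the subtracted arrays. Of the 91, 5 parted the family as the X and Y probes did, against 1 in the subtracted arrays. On chromosome 3 (25411603 to 25457392, 8 probes) the dam was at -0.81 and offspring 3 to 6 at -0.85 to -0.78, while the sire and offspring 1 and 2 lay between -0.01 and 0.08. On chromosome 14 (61798066 to 61804726, 5 probes) the dam was at -0.43 and offspring 3 to 6 at -0.55 to -0.36, with the sire at 0.15. On chromosome 10 (8065864 to 8073261, 5 probes) the sire was at -0.41, offspring 1 at -0.42 and offspring 2 at -0.41, with the other 5 animals at -0.07 to 0.03.

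For the regions in which the dam stood apart, probes that also bind sequence of the Y chromosome may account for the pattern. There were 4 such regions, fewer than the 71 regions in which offspring 2 alone followed the sire. In all 4 the dam and offspring 3 to 6 were lower than the reference, with the dam at -0.81, -0.43, -0.25 and -0.23. On the X probes these animals were higher, at 0.86 to 0.91. The direction thus argues against binding of X sequence in the 4 regions. In 3 of the 4 the sire lay within 0.2 of the reference. In the other, on chromosome 18 from 23808274, the sire was at 0.22 and the dam at -0.25. The count of 4 against 71 did not settle binding of Y sequence. The ratios of offspring 2 and the sire correlated across the genome, at r = 0.374 over autosomal probes. On chromosome 10, binding of X or Y sequence would require the sire to match the male reference. Over the 2 probes positive in the sire and offspring 1 and 2 (8067332 to 8068969) it stood at -0.96 (SE 0.03). These probes were picked because the sire was positive there, so that value could not have come out near the reference. Over all 5 probes the mean of the sire was -0.41 (SE 0.24), which does not decide. Over the 4 positive probes on chromosome 3 (25417435 to 25444229), the dam and offspring 3 to 6 stood at -1.57 to -1.50. That is larger in size than the 0.89 that a change between 1 and 2 copies gave. It argues against a loss of 1 of 2 copies passed on by the dam there. Any other difference inherited by chance along with sex stays open, as untested.

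The 36 spots on unplaced sequence averaged -0.04 to 0.06 per animal. The arrays of a dye-swap pair correlated across probes at r = -0.446 to 0.0212, while arrays of the same dye orientation correlated at 0.136 to 0.542, so a part of each ratio followed the dye and not the animal. With scan day as a random block in limma, the correlation within a day was -0.0385.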
